A study of Mus musculus with 16 samples. Its data were reported in "Tau activation of microglial cGAS–IFN reduces MEF2C-mediated cognitive resilience" (2023).

How the data were processed

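Single-nucleus RNA sequencing had been done on the hippocampus of 16 male mice, with 1 droplet library per mouse. The labels placed the mice in 4 groups of 4. Nontransgenic mice on control diet were called Ntg Ctrl, nontransgenic mice given TDI-6570, a small-molecule inhibitor of the DNA sensor cGAS, were called Ntg TDI, and mice carrying the P301S human tau transgene were called P301S Ctrl and P301S TDI in the same way. The labels gave no replicate numbers, so the numbers 1 to 4 within a group follow the order of the samples and serve only as names. The ages in the labels fell into 3 bands, 5 months and 25 to 26 days, 6 months and 8 days, and 6 months and 13 to 15 days, and the labels did not say whether these were ages at the start or at the end of the diet.

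The authors used Cell Ranger 3.1.0 with mm10 as the reference, counted reads on unspliced as well as spliced transcripts because nuclei were sequenced, and called nuclei with the default settings. The values deposited for each sample were raw UMI counts per gene and barcode, whole numbers without normalization, before the filters that the study applied later. The tables held 136988 barcodes, 31053 genes and 746536049 UMIs in all. Per library the total ranged from 36415205 to 60797190 UMIs over 6398 to 12291 barcodes. No annotation of nuclei was used here. Cell types were therefore rebuilt, and a difference from the study can come from the rebuilt names. Gene positions, gene lengths and GC content were read from the GENCODE annotation vM21 of the same build (GRCm38), in which 31011 of the 31053 gene identifiers were found and 30934 had a GC value. The strand setting of the counting is not stated, and reads shared between overlapping genes or near-identical copies could not be separated from the tables.

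Nuclei with fewer than 200 genes (0 barcodes), more than 4000 genes (6360 barcodes) or more than 5% mitochondrial UMIs (1542 barcodes) were left out, which left 129097 nuclei. DoubletFinder, which the authors used, was not used here. In its place each library was mixed with artificial doublets, 25% of the mixture, and the share of artificial neighbours was taken within 1% of the mixture in the space of 20 principal components. The nuclei with the highest shares were removed at the rate expected from loading, 0.8% per 1000 nuclei, which took out 8620 nuclei and left 120477, from 5585 to 10618 per library. Median depth per library ranged from 3184.5 to 5202 UMIs and from 1678 to 2383 genes per nucleus. No pair of libraries within a group agreed within sampling noise, the lowest chi-square per degree of freedom over genes being 7.55, so no library was counted as a duplicate of another.

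Counts of each nucleus were scaled to 10000 and log transformed. Genes seen in at least 3 nuclei were ranked by Pearson residual variance, the top 2000 entered 20 principal components, and nuclei were clustered by the Leiden method on a graph of 20 nearest neighbours at resolution 1, with no alignment between libraries. Clusters were named from marker lists fixed beforehand for 12 cell types. The score of a type was the mean scaled log2 CPM of its markers, with 10 CPM added and the lower quartile of clusters (25%) set to 0. A name needed at least 50 nuclei, at least 3 markers detected in 5% of nuclei and 2-fold above that quartile, a gap of 0.15 to the next score, no larger number of another type's markers among the 10 leading genes, and no more than 90% of nuclei from 1 library. Names are by markers only and stand for excitatory neuron-like (EN), inhibitory neuron-like (IN) and so on. EN were clustered again and named as dentate granule-like, CA1-like, CA2/CA3-like or subiculum or cortex-like, with a score of at least 0.5. A cluster with low median UMIs and no marker of its best type among the 10 leading genes was left unnamed as well. The scoring rule was changed after the nuclei had been clustered, because a first version left large clusters with EN markers unnamed. Some clusters that scored highest for EN still stayed unnamed. The largest held 4203 nuclei (leading genes with more markers of another type) and 3491 nuclei (low UMIs), which EN results leave out. Unnamed clusters held 14706 nuclei (12.2%). Their share averaged 6.76% in Ntg Ctrl, 7.64% in Ntg TDI, 9.86% in P301S TDI and 24.0% in P301S Ctrl, the last falling to 7.85% without P301S Ctrl 3, of which 72.4% was unnamed.

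For each cell type the raw counts were summed per mouse, since nuclei of 1 mouse are not replicates. Sums of EN, IN, microglia, astrocytes and oligodendrocytes were tested with the quasi-likelihood F test of edgeR 4.0.16, with TMM factors, filterByExpr, all 16 samples in 1 fit, contrasts between group means and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p below 0.05. DESeq2 1.42.0 was run as another tool. Contrasts were P301S TDI against P301S Ctrl, P301S Ctrl against Ntg Ctrl, Ntg TDI against Ntg Ctrl, and the effect of TDI in P301S mice minus its effect in Ntg mice. All tests were two-sided. The study left out a mouse that it named P301S_Ctrl_3 as an outlier. The labels do not carry that name and the numbers used here follow the order of the samples, so it is open whether this is the mouse called P301S Ctrl 3 here. All 4 mice of that group were kept, and each of the 16 was left out in turn.

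Gene lists were taken from the supplement of the study. MEF2C is a transcription factor, and its target genes had been reported as changed by deletion of Cgas in a separate cohort (229 genes in EN and 123 in IN) and by TDI-6570 in the mice used here (122 in EN and 60 in IN). The latter were chosen on these samples and are no independent evidence. A microglial disease module 1 of 200 genes (118 tested) and a microglial interferon module 2 of 129 genes (38 tested) came from the Cgas cohort. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over 12 tests that leave out the lists chosen on these samples, with fry and with camera at an estimated correlation as alternatives, and their median log2 fold change was set against 10000 random lists drawn from 20 bins of mean expression. A score per library was the mean over the list of log2 CPM, with a prior count of 2, relative to the mean over libraries. Scores, shares of nuclei and single values were compared with exact permutation tests over 70 assignments of 8 mice, for which 0.0286 is the smallest p that 4 against 4 mice allow, and p values of 36 shares were adjusted together. Differences of TDI effects between genotypes were tested by permuting the diet within genotype over 4900 assignments, 10 tests in all.

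The genes named in the text are Prnp, Mapt, Mb21d1 (Cgas), Tmem173 (Sting1), Mef2c and the genes that the study's text named for EN, IN and microglia, and for each cell type and contrast up to 3 called genes per direction with the largest log2 fold change whose CPM values did not overlap between the groups compared. Prn, Trim30a, Gm32754, 4930590L14Rik, Apoe as a single gene, and the 10 genes called in several cell types were singled out only after their values had been seen. Tests, marker lists, naming of genes and most alternatives were fixed before the data were examined. The alternatives were the tool, RLE size factors, no filter on low counts, only the 8 samples compared, the age band as a block, no upper gene limit, no doublet removal, clustering at resolution 0.5, each library left out, EN subtypes alone where a library held at least 10 nuclei of them, the dentate granule-like share as a covariate, and nuclei as replicates. The last was a z test on single nuclei in place of MAST, over genes seen in 10% of nuclei of a group with a log fold change of at least 0.1. The 10% limit was not part of the plan. Later additions were keeping clusters of 1 library under their marker name, the share as a covariate with P301S Ctrl 3 left out, and the largest microglial cluster alone. Lists of genes for 7 brain regions were written after the leading genes of a cluster had been seen.

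The edgeR and DESeq2 fits and camera in EN and microglia, and the test on single nuclei, were tried on simulated data. Doublet removal, naming of clusters, permutation tests and the fits of the other cell types were not. Of 200 genes changed 2-fold in P301S Ctrl against Ntg Ctrl, edgeR recovered 70.5% in EN (16654 genes tested, P301S Ctrl 3 left out of the simulation) with 7 wrong calls and 76.5% in microglia (7365 genes) with 4 wrong calls. DESeq2 recovered 78.0% with 37 wrong calls and 76.0% with 8. A list of 200 genes shifted by 0.3 came back at a median of 0.30 in EN and 0.31 in microglia. For the test with nuclei as replicates, 200 genes among 4000 were changed 1.5-fold in P301S TDI against P301S Ctrl instead. Of these, 195 were called on the true split of simulated mice and 0 on a split across it. The simulated mice had no spread between them. The 0 therefore cannot show how this test behaves where mice differ from each other. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and leidenalg 0.10.2, and R 4.3.3.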

Results

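The libraries measured nuclear RNA of the mouse hippocampus in mice with or without the P301S tau transgene, on a control diet or a diet with TDI-6570, with 4 mice in each of the 4 groups. Total depth was 41091494, 43085863, 39604384 and 40112942 UMIs in Ntg Ctrl 1 to 4, and 44041050, 36415205, 42037637 and 46256989 UMIs in Ntg TDI 1 to 4. It was 60797190, 59934278, 52553347 and 54665072 UMIs in P301S Ctrl 1 to 4, and 51568943, 38060798, 46236683 and 50074174 UMIs in P301S TDI 1 to 4. Each P301S Ctrl library was thus deeper than each library of the other groups, so depth went together with group in each comparison with P301S Ctrl.

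Among the 120477 nuclei kept, 49131 (40.8%) carried EN markers, 20830 oligodendrocyte markers, 14391 astrocyte markers, 7636 IN markers, 6190 microglial markers and 4001 OPC markers. Smaller populations carried markers of fibroblasts (1041), choroid plexus (710), ependyma (642), Cajal-Retzius cells (627), mural cells (308) and endothelium (264). The nuclei with microglial markers include a cluster of 106 with macrophage genes (Mrc1, Stab1, F13a1) and 0 microglial markers among its 10 leading genes. P301S Ctrl 3 held 6 EN and 11 IN nuclei, while the other 15 libraries held 2203 to 4566 EN and 243 to 1109 IN nuclei each. Values of EN and IN in that library therefore rest on few UMIs, and EN and IN results are given with and without it where it changed them.

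To see whether the genotype could be read from the counts, transcripts were compared between the 8 Ntg and the 8 P301S libraries over all kept nuclei. Gm43049 (ENSMUSG00000105777), a long noncoding RNA gene on the minus strand of chromosome 3 (140692038 to 140760704, GRCm38), gave 9 UMIs in the 8 Ntg libraries and 7629 UMIs in the 8 P301S libraries. Its highest level in an Ntg library was 0.0903 CPM and its lowest in a P301S library 18.05 CPM. Of its neighbours, Gm32754 (140904998 to 140917459) gave 3 against 292 UMIs and 4930590L14Rik (140951876 to 140953247) 0 against 251 UMIs. Prn (ENSMUSG00000098754, chromosome 2, 131909957 to 131956130), a gene overlapping Prnp on the same strand, ranged from 0.338 to 0.763 CPM in Ntg and from 1.99 to 3.84 CPM in P301S libraries, with 134 and 830 UMIs in all. Reads of Prn and Prnp could not be separated where the genes overlap, and Prnp itself (131909928 to 131938429) ranged from 0.113 to 0.532 CPM in Ntg and from 0.342 to 0.841 CPM in P301S libraries. Mapt, the mouse tau gene (chromosome 11, 104231390 to 104332090), overlapped between genotypes, with 407 to 597 CPM against 538 to 659 CPM. The human transgene itself was not in the reference used for counting.

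**Figure D1:**
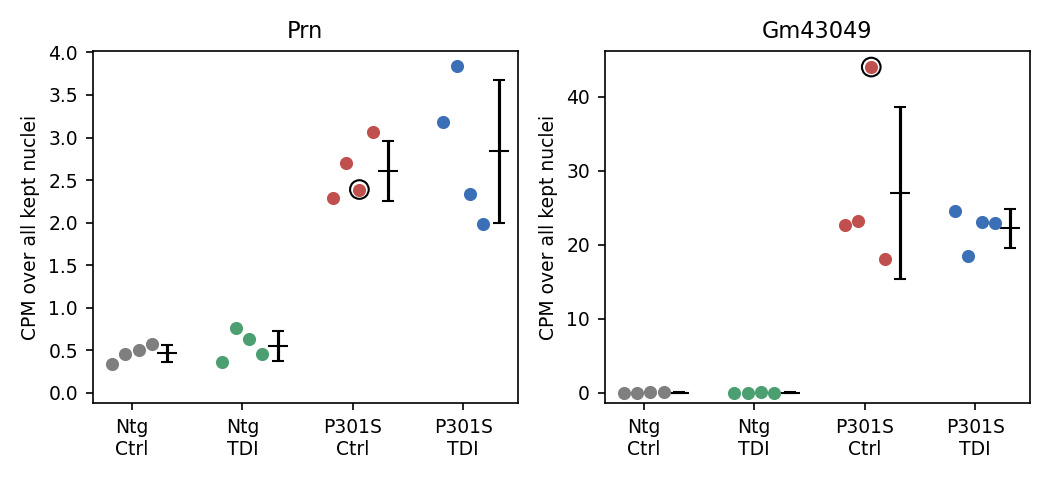
CPM over all kept nuclei on the y axis for genes named above each panel, with 1 point per library, 4 groups on the x axis, P301S Ctrl 3 circled and black bars for the mean ± SD (n = 4). Gm43049 stayed at or below 0.0903 CPM in Ntg libraries and at or above 18.05 CPM in P301S libraries.

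The share of each cell type among nuclei was compared between groups over 36 tests. EN made up 45.4% ± 3.78 (SD, n = 4) in Ntg Ctrl, 47.1% ± 1.73 in Ntg TDI, 33.3% ± 22.95 in P301S Ctrl and 38.9% ± 9.77 in P301S TDI. Against Ntg Ctrl, the EN share of P301S Ctrl differed by −12.0 points (exact permutation p = 0.429). Without P301S Ctrl 3 the mean of P301S Ctrl was 44.4% and this difference was −0.917 points. The difference between P301S TDI and P301S Ctrl was smaller than the spread within groups (two-sided exact permutation p = 0.857, adjusted over the 36 tests not below 0.468), and without P301S Ctrl 3 the difference was −5.55 points, against 5.54 points with all mice. IN made up 6.00% ± 4.30 in P301S Ctrl and 7.29% ± 1.54 in P301S TDI (exact p = 0.686), a difference of −0.658 points without P301S Ctrl 3. Against Ntg Ctrl (6.49% ± 2.22 IN), the IN share of P301S Ctrl differed by −0.494 points, by 1.46 points without P301S Ctrl 3 and by −1.98 points without P301S Ctrl 1. Microglia made up 4.13% ± 0.714 in Ntg Ctrl, 5.25% ± 2.22 in P301S Ctrl and 6.52% ± 1.55 in P301S TDI (exact p = 0.486 and 0.429). The lowest unadjusted exact p was that of astrocytes, 0.0286 in P301S Ctrl against Ntg Ctrl (8.61% ± 5.27 against 14.3% ± 0.706) and 0.0286 in Ntg TDI against Ntg Ctrl, the smallest value 4 mice against 4 can give, and neither passed adjustment (0.468). Without P301S Ctrl 3, in which 1045 of 1107 astrocyte-marked nuclei lay in an unnamed cluster, the first difference went from −5.71 to −3.11 points (exact p = 0.0286, adjusted p 0.514).

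Within EN, nuclei with dentate granule markers made up 53.9% ± 16.5 in Ntg Ctrl, 52.0% ± 7.01 in Ntg TDI, 48.1% ± 12.5 in P301S Ctrl and 22.3% ± 6.84 in P301S TDI (SD, n = 4). P301S TDI libraries ranged from 12.5% to 27.1% and P301S Ctrl libraries from 32.5% to 63.0%, with an exact permutation p of 0.0286, the smallest possible. The difference of −25.7 points was −25.1 points without P301S Ctrl 3 and ranged from −30.9 to −20.7 points over libraries left out. Without any 1 of the P301S TDI libraries the exact permutation p was 0.0571, with the groups still apart. The share fell by 5.88 points in P301S Ctrl against Ntg Ctrl (exact p = 0.571) and by 1.97 points in Ntg TDI against Ntg Ctrl (exact p = 0.886). The first of these comparisons was 1.94 points without Ntg Ctrl 3. The effect of TDI in P301S mice minus that in Ntg mice was −23.8 points (permutation p = 0.0976, adjusted 0.493 over 10 tests). Between 18.1% and 47.7% of EN in P301S TDI, and 46.6% in P301S Ctrl 4, matched no subtype. When the share was taken among the dentate granule-like, CA1-like and CA2/CA3-like nuclei, the difference was −30.1 points (exact p = 0.0571) and −21.7 points without P301S Ctrl 3 (exact p = 0.114), in which this share was 100% and rested on few nuclei.

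**Figure D2:**
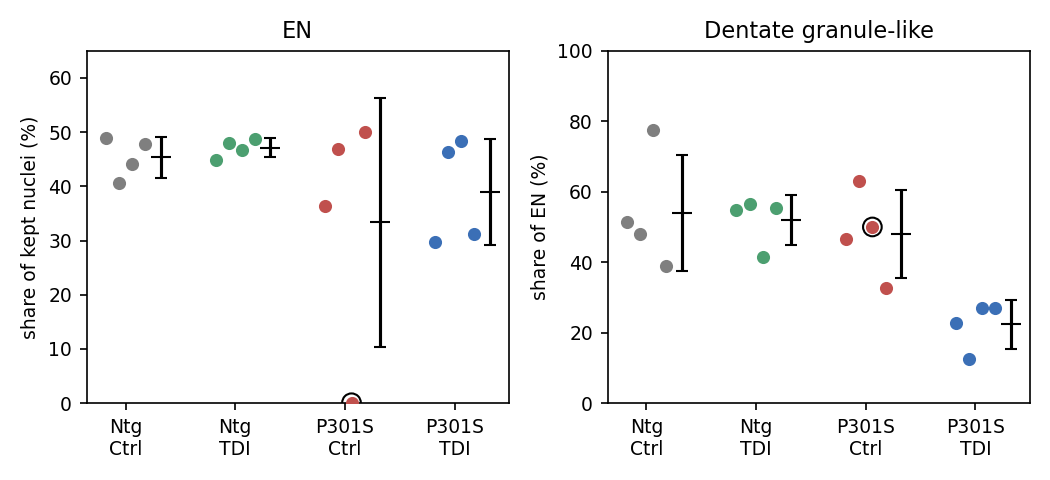
Share of kept nuclei named EN (%) and share of EN named dentate granule-like (%) on the y axes, with 1 point per library, the 4 groups on the x axis, P301S Ctrl 3 circled and black bars for the mean ± SD (n = 4). The dentate granule-like share was 12.5% to 27.1% in P301S TDI and 32.5% to 63.0% in P301S Ctrl.

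P301S Ctrl was compared with Ntg Ctrl to find the effect of the transgene. In EN, 20 of 16566 genes tested were called, 18 higher and 2 lower in P301S Ctrl. The count was 7 without P301S Ctrl 2 and 48 without P301S Ctrl 3, and the alternative that moved it most was the dentate granule-like share as a covariate together with leaving out P301S Ctrl 3 (88 genes). DESeq2 called 13 genes, 12 of them shared with edgeR. The call with the lowest adjusted p in EN was Gm43049, with 22.7 ± 3.14 CPM against 0.0248 ± 0.0290 CPM (SD, n = 4 each, adjusted p 5.73e-10). Its fitted fold change depends on the prior count because Ntg libraries were close to 0. Prn rose by 2.44 (log2, SE 0.26, adjusted p 0.000524), with 2.22 ± 1.51 against 0.528 ± 0.126 CPM. Trim30a (chromosome 7, 104409025 to 104465193) rose by 1.62 (SE 0.18, adjusted p 0.000524), with 3.55 ± 2.38 against 1.49 ± 0.315 CPM, although no UMI was found in the 6 EN nuclei of P301S Ctrl 3. P301S TDI held 5.30 ± 0.280 CPM of Trim30a and Ntg TDI 1.01 ± 0.123 CPM.

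Other named EN genes were close to the threshold or depended on a mouse. Where an adjusted p of a single gene is followed by one without a named library, here and for the other cell types, the latter is the highest over the 16 libraries left out in turn. Lpcat4 (chromosome 2, 112239468 to 112247111) rose by 1.05 (SE 0.15, adjusted p 0.00763), with 18.1 ± 2.53 against 8.23 ± 0.654 CPM, and had an adjusted p of 0.0623 without P301S Ctrl 2. Ulk3 (chromosome 9, 57589452 to 57596233) rose by 0.95 (adjusted p 0.0255, and 0.156 without P301S Ctrl 2). Cmss1 (chromosome 16, 57302000 to 57606864) changed by −0.49 (adjusted p 0.0321, and 0.20 without P301S Ctrl 2) and Gm42418 (chromosome 17, 39846958 to 39848788) by −0.87 (adjusted p 0.0447, and 0.148 without P301S Ctrl 4). Gm42418 was called in 2 of the 16 fits that left out a library and Cmss1 in 7 of them. Gm32754 (adjusted p 0.00224) and 4930590L14Rik (adjusted p 0.000627) were called in all 16, with Ntg libraries at or close to 0.

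In IN, 10 of 12266 genes were called (8 higher and 2 lower), 2 without Ntg Ctrl 1 and 9 without Ntg TDI 2, and DESeq2 called 7. Gm43049 (adjusted p 3.74e-07) was called with each of the 16 libraries left out. Cmss1 changed by −0.54 (SE 0.08, adjusted p 0.0107, and 0.0649 without Ntg Ctrl 1). Fastk (chromosome 5, 24438440 to 24445287) rose by 0.997 (log2, adjusted p 0.0389, and 0.240 without Ntg Ctrl 2), Nr1h2 (chromosome 7, 44549616 to 44553951) by 1.19 (adjusted p 0.0399, and 0.318 without P301S Ctrl 2), and Gm42418 changed by −0.87 (adjusted p 0.0389, and 0.184 without P301S Ctrl 4). Fastk, Nr1h2 and Gm42418 were each called in 1 of the 16 fits that left out a library.

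In astrocytes, 6 of 12313 genes were called (5 higher and 1 lower), 0 without Ntg Ctrl 2 and 24 without P301S TDI 3, and DESeq2 called 30. Atxn2l (chromosome 7, 126491708 to 126503437) rose by 0.86 (SE 0.12, adjusted p 0.0106, and 0.0648 without Ntg Ctrl 2). Ckb (chromosome 12, 111669361 to 111672338) rose by 1.15 (adjusted p 0.0174, and 0.101 without Ntg Ctrl 4), Bax (chromosome 7, 45461697 to 45466898) by 0.89 (adjusted p 0.0283, and 0.144 without P301S Ctrl 1), and Cox11 (chromosome 11, 90638173 to 90644931) changed by −0.73 (adjusted p 0.0449, and 0.182 without Ntg Ctrl 4). In oligodendrocytes, 15 of 11448 genes were called (10 higher and 5 lower), 1 without Ntg Ctrl 2 and 29 without P301S Ctrl 4, and DESeq2 called 29. Cmss1 changed by −0.71 (SE 0.09, adjusted p 0.00427), with 145 ± 14.4 against 232 ± 8.81 CPM, and was called with each library left out. Bax rose by 0.97 (adjusted p 0.0248, and 0.103 without Ntg Ctrl 2), Ckb by 1.01 (adjusted p 0.0276, and 0.124 without Ntg Ctrl 2), and Gm42418 changed by −1.10 (adjusted p 0.0291, and 0.124 without Ntg Ctrl 2). Gm26917 (chromosome 17, 39843013 to 39846341), which lies next to Gm42418, changed by −0.81 (adjusted p 0.0276, and 0.0852 without P301S Ctrl 1). Gm43049 was called as well (adjusted p 0.0248, and 0.103 without Ntg Ctrl 2).

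In microglia, 39 of 7530 genes were called (28 higher and 11 lower), 2 without Ntg Ctrl 3 and 49 without P301S Ctrl 3, and DESeq2 called 55, of which 33 were shared with edgeR. Without the filter on low counts 207 genes were called, with the age band as a block 4, and in a fit of the 8 compared samples alone 1. Itgax (chromosome 7, 128129547 to 128150657), which encodes an integrin subunit, had 19.9 ± 9.38 CPM in P301S Ctrl against 0.784 ± 1.57 CPM in Ntg Ctrl (adjusted p 0.0477), and its fold change depends on the prior count. Plaur (chromosome 7, 24462484 to 24475968) rose by 2.94 (SE 0.64, adjusted p 0.0477), with 27.2 ± 17.5 against 3.60 ± 2.77 CPM, and Rai14 (chromosome 15, 10568969 to 10714624) by 3.44 (SE 0.78, adjusted p 0.0497), with 51.5 ± 37.9 against 5.05 ± 2.78 CPM. Hlf (chromosome 11, 90336536 to 90390895) changed by −1.26 (SE 0.26, adjusted p 0.0477) and Myo18b (chromosome 5, 112688876 to 112896362) by −1.25 (SE 0.27, adjusted p 0.0477). AC163285.1 (chromosome 16, 63003438 to 63108522) changed by −2.20 (SE 0.48, adjusted p 0.0477). None of these 6 was called without P301S Ctrl 1, where adjusted p values were 0.179 for Itgax, Plaur and AC163285.1, 0.193 for Hlf and 0.206 for Rai14 and Myo18b.

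The lists of microglial genes were tested in P301S Ctrl against Ntg Ctrl as well. Module 1 had a median log2 fold change of 0.44 and a mean of 0.55, with 105 of 118 genes higher (camera adjusted p 6.35e-19 over 12 tests), and the largest adjusted p with a library left out was 2.60e-12. Among its genes, 6 were called over all genes tested and 36 when adjusted over the list alone. Its score per library was 0.227 ± 0.252 against −0.261 ± 0.131 (SD, n = 4 each, exact permutation p = 0.0286, the smallest possible). Module 2 had a median of 0.26 and a mean of 0.38, with 28 of 38 genes higher (camera adjusted p 0.00790, and 0.562 without Ntg Ctrl 1), and its score did not differ by more than the spread (exact permutation p = 0.314). With edgeR, 0 of its genes were called over all genes tested and 0 when adjusted over the list alone. Of the calls that camera made in this and the other comparisons, that of module 1 in P301S Ctrl against Ntg Ctrl alone held under fry (adjusted p 0.0192) and none held at a correlation estimated from the data (module 1 adjusted p 0.0847), where the correlation between genes was 0.0919 to 0.314 instead of 0.01. The alternative that moved the median of either module most in this comparison was leaving the low counts unfiltered, which gave 0.46 for module 2.

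**Figure D3:**
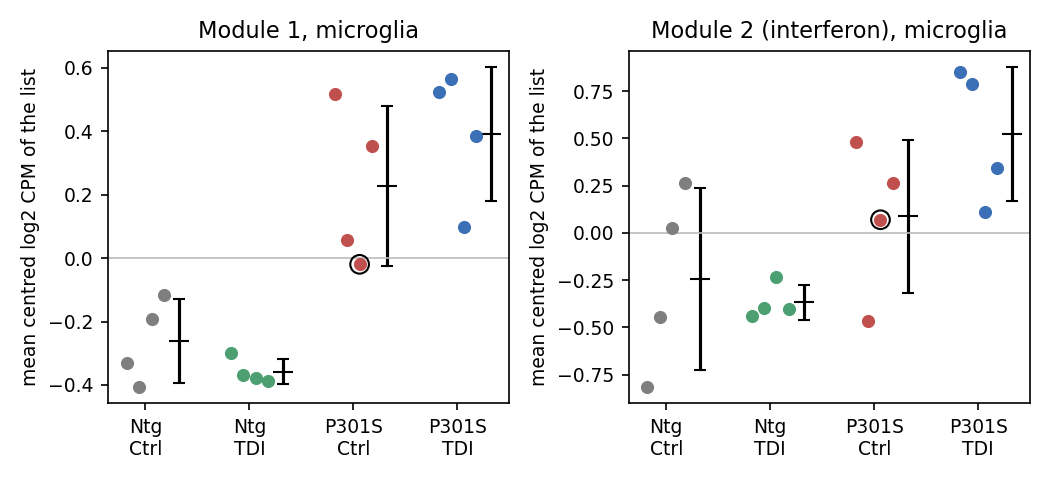
Mean centred log2 CPM of the genes of microglial module 1 and module 2 on the y axes, with 1 point per library, the 4 groups on the x axis, P301S Ctrl 3 circled and black bars for the mean ± SD (n = 4). Module 1 averaged −0.261 in Ntg Ctrl and 0.227 in P301S Ctrl, and module 2 averaged 0.0868 in P301S Ctrl and 0.523 in P301S TDI.

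P301S TDI was compared with P301S Ctrl to find the effect of the cGAS inhibitor in mice with tau pathology. By edgeR, 0 genes were called in each of the 5 cell types. At an unadjusted p below 0.05 there were 1055 genes in EN, 446 in IN, 491 in microglia, 703 in astrocytes and 960 in oligodendrocytes. DESeq2 called 1 gene in EN and 1 in oligodendrocytes, both lower, and 0 in the other 3 types. The counts became 1 in EN without Ntg Ctrl 3, 1 in astrocytes without P301S Ctrl 4 and 2 in oligodendrocytes without P301S Ctrl 4. The alternative that moved a count most was the test that takes nuclei as replicates, which called 663 genes in EN (358 higher and 305 lower) and 346 in IN (115 higher and 231 lower). With that test, 8 of the 35 ways to split the same 8 mice into groups of 4 gave at least as many genes in EN and 25 of 35 in IN, with medians of 390 and 388 genes over the 35 splits.

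**Figure D4:**
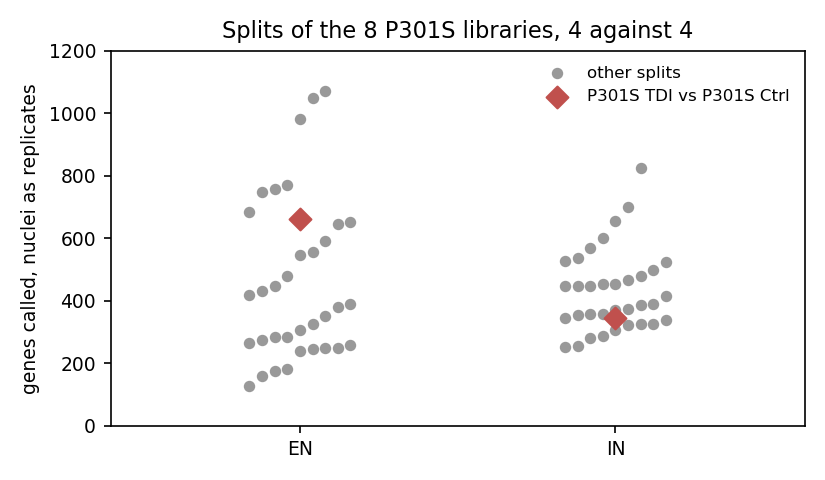
Number of genes called with nuclei as replicates on the y axis, in EN and IN on the x axis, with a grey point for each other split of the 8 P301S libraries into 4 against 4 and a red diamond for P301S TDI against P301S Ctrl. The real groups gave 663 genes in EN and 346 in IN, inside the range of other splits.

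The gene for MEF2C, the transcription factor that the study examined, lies on the plus strand of chromosome 13 (Mef2c, 83504034 to 83667080). In EN its level was 233 ± 73.2 CPM in Ntg Ctrl, 222 ± 35.0 in Ntg TDI, 429 ± 278 in P301S Ctrl and 366 ± 264 in P301S TDI (SD, n = 4). The change in EN between P301S TDI and P301S Ctrl was 0.10 (log2, SE 0.43, adjusted p 0.982), with a range from −0.45 without P301S TDI 2 to 0.34 without P301S TDI 4. The difference of mean log2 CPM was −0.20 (exact permutation p = 0.743) and 0.08 without P301S Ctrl 3 (exact p = 0.971). In IN, Mef2c had 476 ± 212 CPM in P301S Ctrl and 610 ± 80.8 CPM in P301S TDI, against 520 ± 126 in Ntg Ctrl and 571 ± 80.3 in Ntg TDI. The change was 0.25 (SE 0.25), from 0.09 to 0.46 over libraries left out, and the difference of mean log2 CPM was 0.53 (exact permutation p = 0.343) and 0.11 without P301S Ctrl 3 (exact p = 0.743). In microglia the difference of mean log2 CPM was −0.17 (exact permutation p = 0.0857), and −0.22 without P301S Ctrl 3 (exact p = 0.0286, the smallest possible and not adjusted over cell types), while edgeR gave −0.17 (SE 0.11, adjusted p 0.767). The alternative that moved Mef2c in EN most was CA1-like nuclei alone (−0.45).

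Of the other genes picked beforehand, 10 of 10 tested in EN were higher in P301S TDI than in P301S Ctrl, by 0.10 to 0.74 (log2), and 6 of 6 tested in IN, by 0.01 to 0.26. In EN 0 were called by edgeR over all genes tested, 0 when adjusted over the list alone and 0 at an unadjusted p below 0.05, with a lowest adjusted p of 0.802. The same 10 of 10 were also higher in EN of P301S Ctrl than of Ntg Ctrl, by 0.21 to 1.34 (0 called by edgeR, 0 over the list alone and 0 at an unadjusted p below 0.05, lowest adjusted p 0.596). In microglia 8 of 10 were higher, from −0.20 to 0.68. Apoe in microglia had 602 ± 269 CPM in Ntg Ctrl, 270 ± 87.7 in Ntg TDI, 943 ± 441 in P301S Ctrl and 1535 ± 594 in P301S TDI (SD, n = 4). Its change by TDI was 0.68 in P301S mice (SE 0.33, adjusted p 0.734) and −1.17 in Ntg mice (SE 0.37, adjusted p 0.993, called when adjusted over the list alone), and the difference between these effects was 1.85 (SE 0.50, adjusted p 0.797). The gene for cGAS (Mb21d1, chromosome 9, 78430526 to 78443237) changed by 0.10 in EN (SE 0.27, adjusted p 0.962) and 0.08 in microglia (SE 0.23, adjusted p 0.97), and that for STING (Tmem173, chromosome 18, 35733679 to 35740554) by −0.40 in microglia (SE 0.25, adjusted p 0.767).

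The MEF2C lists hold genes that the study reported as changed, in either direction, so a median or a camera test of a whole list cannot show whether the reported changes recurred. MEF2C target genes from the Cgas cohort had a median log2 fold change of 0.12 and a mean of 0.11 in EN of P301S TDI against P301S Ctrl, with 145 of 229 genes higher. The camera test pointed down and was not past its threshold (adjusted p 0.179), fry pointed up, and the alternative that moved the median most was the dentate granule-like share as a covariate together with leaving out P301S Ctrl 3 (−0.05). The median lay above 100% of medians of random lists matched for expression, whose central range was −0.01 to 0.04. The median was 0.05 without P301S Ctrl 3 and ranged from 0.04 (without P301S TDI 2) to 0.17 (without P301S Ctrl 4). In IN the median was 0.06, the mean −0.06 and 74 of 123 genes were higher (adjusted p 0.789), and the median was 0.01 without P301S Ctrl 3. With edgeR 0 genes of either list were called over all genes tested and 0 when adjusted over the list alone. The list that the study chose in EN of these mice had a median of 0.27 and a mean of 0.15, with 77 of 122 genes higher (adjusted p 0.210, 1 test in its family, camera pointing down and fry up). Its IN counterpart had a median of −0.20 and a mean of −0.26, with 18 of 60 genes higher (adjusted p 0.0640, 1 test in its family, camera pointing down and fry up), and 0.10 as its median without P301S Ctrl 1. Without P301S Ctrl 3 the IN list was called as lower (median −0.27, adjusted p 0.000341). For both, 0 genes were called by edgeR over all genes tested and 0 when adjusted over the list alone, the latter being no independent evidence.

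In microglia, module 2 had a median log2 fold change of 0.39 and a mean of 0.40 in P301S TDI against P301S Ctrl, with 35 of 38 genes higher (camera adjusted p 1.47e-06). Its adjusted p ranged from 6.24e-09 to 0.00724 over libraries left out. Its score was 0.523 ± 0.355 in P301S TDI and 0.0868 ± 0.405 in P301S Ctrl (exact permutation p = 0.171), so that the difference between mice was within the spread. Module 1 had a median of 0.14 with 84 of 118 genes higher (camera adjusted p 0.00222, and 0.108 without P301S Ctrl 3; exact permutation p of the score 0.257). By edgeR 0 genes of either module were called over all genes tested and 0 when adjusted over the list alone.

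Ntg TDI was compared with Ntg Ctrl to find the effect of the inhibitor without the transgene, and its effect in P301S mice minus that in Ntg mice was tested as an interaction. For Ntg mice edgeR and DESeq2 both called 0 genes in each of the 5 cell types, with 600, 451, 355, 431 and 444 genes at an unadjusted p below 0.05 in EN, IN, microglia, astrocytes and oligodendrocytes. For the interaction edgeR called 0 genes in each type (742, 278, 351, 503 and 560 genes at an unadjusted p below 0.05 in the same order) and DESeq2 1 gene in EN, and the EN count was 2 without Ntg Ctrl 3. The MEF2C target list from the Cgas cohort had a median of 0.06 in EN of Ntg mice (148 of 229 higher, camera adjusted p 0.00108, and 0.405 without Ntg Ctrl 3) and of 0.03 in IN (68 of 123 higher, camera adjusted p 0.0359, and 0.242 without Ntg Ctrl 3). Microglial modules 1 and 2 had medians of −0.10 (adjusted p 0.0855) and −0.13 (adjusted p 0.214). In P301S Ctrl against Ntg Ctrl the MEF2C lists had a median of −0.05 and a mean of 0.01 in EN (adjusted p 0.166, camera pointing up and fry down) and a median of −0.07 and a mean of −0.03 in IN (adjusted p 0.290), with −0.02 in EN and −0.02 in IN without P301S Ctrl 3. As interactions of scores, module 1 gave 0.26 (permutation p = 0.145) and module 2 gave 0.56 (permutation p = 0.148), each with an adjusted p of at least 0.493 over 10 tests.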

Values the study reported

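The paper reports that mice were fed TDI-6570 at 150 mg per kg for 3 months, with the kg referring to body weight in its results and to diet in its methods, and that the compound had a brain-to-plasma ratio of 1.97 with a half-life of 12.4 h in brain and 10.3 h in plasma. It names Mef2c among the genes raised in IN of treated P301S mice.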

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

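Of the tests named in this part, those on the depth of P301S Ctrl 3, on a loss of its EN, on tissue of another brain region and on a swap with an Ntg mouse, and that on the subtype names of EN in Ntg TDI 3, were chosen only after the result was seen. Values of the 4 libraries of a group were searched for a library far from the other 3. Chance gives such a library in about 1 in 20 groups, and 23 were found among 216 groups searched. The groups are not independent, because several values come from the same few nuclei. The design has no group that sets a single library apart, so no biological explanation by group was tested for the values of this part.

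P301S Ctrl 3 stood apart in 6 of these values. Ependymal nuclei made up 4.54% of the library, against 0.0142% to 0.0768% in the other 3 of its group. In its 6 EN nuclei 4930590L14Rik was at 0 CPM (0.704 to 0.778 in the others), Trim30a at 0 CPM (4.38 to 5.00), Ulk3 at 19.9 CPM (5.16 to 6.18) and Cmss1 at 139 CPM (85.4 to 89.96), and its score for the MEF2C targets of the Cgas cohort in EN was −0.910 (0.00524 to 0.117). With 6 nuclei a single UMI moves such levels far, so the gene values carry no information about EN of this mouse. The lack of EN itself was weighed against 4 explanations. Low depth was excluded, since its median of 4828 UMIs per nucleus was within the range of the other libraries and its median of 2383 genes was the highest. A loss of EN from otherwise similar tissue was excluded, since 94.4% of its astrocyte-marked nuclei (1045 of 1107) lay in a cluster of their own, which held at most 0.285% of such nuclei of any other library. A swap with an Ntg mouse was excluded, since Prn stood at 2.39 CPM, inside the range of P301S libraries and above all Ntg libraries. Tissue of another brain region remained open. Lists for 7 regions were written after the leading genes of the unnamed cluster of its neurons had been seen, and 0 of these 10 leading genes were on the hypothalamus list. On these lists, 14 of 16 hypothalamic marker genes were higher in the library than in EN and IN of every other library, with 3 of the 16 at 10 CPM or more in EN or IN elsewhere. The count was 7 of 12 for thalamus, 2 of 11 for striatum, 2 of 12 for midbrain or brainstem, 2 of 8 for cerebellum, 2 of 11 for cortex and 0 of 11 for hippocampus. The library could therefore hold tissue from outside the hippocampus, with the hypothalamus as a candidate source. It may be the mouse that the study left out as P301S_Ctrl_3, which the labels cannot settle, so values of P301S Ctrl that include it should be read beside those without it. A cluster of 4636 nuclei, 95.9% of them from this library, carried IN markers but stayed unnamed because 1 library supplied most of it.

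Choroid plexus nuclei made up 7.67% of Ntg Ctrl 3, against 0% to 0.0336% in the other 3, and 2.35% of P301S TDI 4, against 0% to 0.0135%. Whether this came from the dissection or from the mice was not tested. Ntg Ctrl 3 also had a score of −0.227 for the MEF2C targets of the Cgas cohort in EN (0.0624 to 0.0880 in the others), and the call of this list in Ntg TDI against Ntg Ctrl was lost without this library (adjusted p 0.405, the highest over libraries left out, the lowest being 8.91e-05). The cause was not tested.

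Ntg TDI 3 had the lowest dentate granule-like share of its group, 41.5% (54.7% to 56.4%), and the highest Mef2c level in EN, 275 CPM (202 to 207). In IN of the same library Cmss1 stood at 162 CPM (176 to 178). P301S TDI 2 had the highest Mef2c level in IN, 730 CPM (561 to 584), the highest Gm42418 level in IN, 1082 CPM (678 to 733), and the highest Trim30a level in EN, 5.72 CPM (5.13 to 5.19). Without P301S TDI 2, Mef2c in EN changed by −0.45 in P301S TDI against P301S Ctrl. For the low share in Ntg TDI 3, EN without a subtype name could account, since they made up 27.7% of its EN (5.25% to 7.44% in the others), and among dentate granule-like, CA1-like and CA2/CA3-like nuclei its share was 60.2% (58.6% to 62.6%). No technical explanation was tested for the other values of this paragraph.

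Other values concerned genes with few UMIs or a modest distance. Gm32754 in EN stood at 0.0449 CPM in Ntg TDI 3, and Gm43049 stood at 0.406 CPM in IN of Ntg Ctrl 4, at 0.527 CPM in oligodendrocytes of Ntg TDI 2 and at 0.567 CPM in oligodendrocytes of Ntg Ctrl 4, where the other 3 libraries of each group were at 0. Over all nuclei of the 8 Ntg libraries Gm43049 had 9 UMIs and Gm32754 3 UMIs, so that each of these values rests on a few molecules at most. Itgax in microglia of Ntg Ctrl 1 stood at 3.14 CPM with the other 3 at 0. Fastk in IN of Ntg TDI 2 stood at 13.3 CPM (9.09 to 9.57), Cox11 in astrocytes of P301S TDI 3 at 60.4 CPM (49.3 to 50.8) and Myo18b in microglia of Ntg TDI 1 at 219 CPM (136 to 150). None of these was tested further.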

How the results depend on the processing

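Tests added only after the result was seen were the dentate granule-like share as a covariate together with leaving out P301S Ctrl 3, the largest microglial cluster alone, and clusters of 1 library kept under their marker name. Of gene counts above 0, 30 stayed within 1.5 times and 50 moved further with a library left out, and 26 stayed and 27 moved under the other alternatives. Counts of 0 stayed at 0 in 171 and moved in 5 with a library left out, and stayed in 108 and moved in 12 otherwise. Of named single genes, 288 kept their call and 192 lost it with a library left out, and 219 kept and 63 lost it otherwise, without a reversal. Where no cause is given, it was not tested.

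For P301S Ctrl against Ntg Ctrl in EN (20 genes), DESeq2 called 13, RLE factors 36, only the 8 samples compared 2, the age band as a block 12, no upper gene limit 33, no doublet removal 32, resolution 0.5 36, the dentate granule-like share as a covariate 51 and the same without P301S Ctrl 3 88, and CA1-like and CA2/CA3-like nuclei alone 1 each. The range was 7 without P301S Ctrl 2 to 48 without P301S Ctrl 3. In IN (10 genes), no filter on low counts gave 6, only the 8 samples 1 and the age band 6, with 2 (without Ntg Ctrl 1) to 9 (without Ntg TDI 2) over libraries left out. In microglia (39 genes), no filter gave 207, only the 8 samples 1, the age band 4 and the largest cluster 16, with 2 (without Ntg Ctrl 3) to 49 (without P301S Ctrl 3). In astrocytes (6 genes), DESeq2 gave 30, RLE 18, no filter 109, only the 8 samples 0 and clusters of 1 library kept 16, with 0 (without Ntg Ctrl 2) to 24 (without P301S TDI 3). In oligodendrocytes (15 genes), DESeq2 gave 29, no filter 48, only the 8 samples 0 and no doublet removal 31, with 1 (without Ntg Ctrl 2) to 29 (without P301S Ctrl 4). Fewer samples in the fit leave fewer degrees of freedom, and that alternative gave lower counts in all 5 types. RLE factors, no upper gene limit, no doublet removal and resolution 0.5 each kept all 20 EN genes, and the age band 11 of them.

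For P301S TDI against P301S Ctrl (0 genes by edgeR in each type, with 1055 in EN, 446 in IN, 491 in microglia, 703 in astrocytes and 960 in oligodendrocytes at an unadjusted p below 0.05), DESeq2 called 1 gene in EN and 1 in oligodendrocytes, dentate granule-like nuclei alone gave 1 in EN, and nuclei as replicates 663 in EN and 346 in IN. No filter on low counts gave 91 in microglia and 9 in oligodendrocytes, no doublet removal 1 in astrocytes and the age band 1 in oligodendrocytes. Over libraries left out the counts were 0 to 1 in EN (without Ntg Ctrl 3), 0 to 1 in astrocytes (without P301S Ctrl 4) and 0 to 2 in oligodendrocytes (without P301S Ctrl 4). No filter gave 19 genes in microglia for Ntg TDI against Ntg Ctrl and 25 for the interaction. For the interaction in EN, DESeq2 gave 1, and the range was 0 to 2 (without Ntg Ctrl 3).

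Mef2c in EN, 0.10 in P301S TDI against P301S Ctrl, reversed with DESeq2 (−0.0317), the covariate (−0.23), the covariate without P301S Ctrl 3 (−0.11) and in dentate granule-like (−0.10), CA1-like (−0.45) and CA2/CA3-like nuclei (−0.16), and ranged from −0.45 (without P301S TDI 2) to 0.34 (without P301S TDI 4). In no setting was it called.

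For the MEF2C target list of the Cgas deletion cohort in EN, P301S TDI vs P301S Ctrl, a background matched on expression made the median of 0.12 a call, dentate granule-like (0.0887) and CA2/CA3-like nuclei (0.0474) were called, and the median reversed with the covariate (−0.0436), the covariate without P301S Ctrl 3 (−0.0511) and in CA1-like nuclei (−0.0228). For the MEF2C target list of the Cgas deletion cohort in EN, P301S Ctrl vs Ntg Ctrl, the matched background called the median of −0.0476 as higher than random lists (99.02% of them were lower), dentate granule-like nuclei were called as lower (−0.0571) and CA1-like nuclei reversed (0.0162). For the MEF2C target list of the Cgas deletion cohort in EN, Ntg TDI vs Ntg Ctrl, the call was lost with fry and the estimated correlation (0.0627 each), in dentate granule-like (0.00667) and CA1-like nuclei (0.0199), with 0.0177 (without Ntg Ctrl 3) to 0.0847 (without Ntg Ctrl 4) over libraries left out. In IN, P301S TDI against P301S Ctrl was called with the matched background (0.0591) and clusters of 1 library kept (0.0727), and P301S Ctrl against Ntg Ctrl with clusters of 1 library kept (−0.0991). The MEF2C target list of the Cgas deletion cohort in IN, Ntg TDI vs Ntg Ctrl, lost its call with fry, the estimated correlation, the matched background (0.0305 each), no filter on low counts (0.0295), the age band (0.0168), no doublet removal (0.0371) and clusters of 1 library kept (0.00998), with −0.00099 (without Ntg TDI 1) to 0.0650 (without Ntg Ctrl 2) over libraries left out.

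Module 1 in P301S TDI against P301S Ctrl lost its call with fry and the estimated correlation (0.14 each) and in the largest cluster (0.0301), with 0.0556 (without P301S TDI 2) to 0.21 (without P301S Ctrl 1), and in P301S Ctrl against Ntg Ctrl with the estimated correlation (0.44). In Ntg TDI against Ntg Ctrl it was called with the matched background (−0.0979) and the age band (−0.12), with −0.16 (without Ntg Ctrl 2) to −0.0563 (without Ntg TDI 4). Module 2 in P301S TDI against P301S Ctrl lost its call with fry and the estimated correlation (0.39 each). In P301S Ctrl against Ntg Ctrl it lost it with both (0.26 each), with no filter (0.46) and in the largest cluster (0.17), with 0.17 (without P301S Ctrl 1) to 0.42 (without P301S Ctrl 2). In Ntg TDI against Ntg Ctrl it was called with the matched background (−0.13) and DESeq2 (−0.25), with −0.29 (without Ntg Ctrl 2) to 0.0552 (without Ntg Ctrl 4).

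The MEF2C target list of the TDI cohort in EN, P301S TDI vs P301S Ctrl, was called with the matched background (0.27), in dentate granule-like (0.11) and CA2/CA3-like nuclei (0.0654), and reversed with the covariate (−0.0770), the covariate without P301S Ctrl 3 (−0.0717) and in CA1-like nuclei (−0.0267), with 0.13 (without P301S TDI 2) to 0.37 (without P301S Ctrl 4). Without P301S Ctrl 2 camera called it as lower, although its median was 0.19. That in IN was called with the matched background (−0.20), DESeq2 (−0.16), no filter (−0.21) and only the 8 samples (−0.20) and reversed without doublet removal (0.0348), with −0.29 (without P301S Ctrl 2) to 0.0997 (without P301S Ctrl 1).

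Among shares, EN in P301S TDI against P301S Ctrl ranged from −5.55 points (without P301S Ctrl 3) to 11.1 (without P301S Ctrl 4), IN from −0.658 (without P301S Ctrl 3) to 2.78 (without P301S Ctrl 1), and IN in P301S Ctrl against Ntg Ctrl from −1.98 (without P301S Ctrl 1) to 1.46 (without P301S Ctrl 3). The dentate granule-like share ranged from −30.9 (without P301S Ctrl 4) to −20.7 (without P301S Ctrl 2) in the first comparison, with an exact permutation p of 0.0571 without any 1 P301S TDI library and 0.0286 otherwise, and from −10.9 (without Ntg Ctrl 4) to 1.94 (without Ntg Ctrl 3) in P301S Ctrl against Ntg Ctrl. No upper gene limit, no doublet removal and resolution 0.5 changed neither a direction nor a side of the threshold for these shares. Other denominators took the exact p of the dentate granule-like share in P301S TDI against P301S Ctrl above 0.05, with −30.1 points among dentate granule-like, CA1-like and CA2/CA3-like nuclei (exact p 0.0571) and −13.9 with unnamed clusters scored as EN (exact p 0.286). No paired analysis was possible because the labels give no replicate numbers. The age bands recur across groups and served as the block above, but a band can hold several mice of a group and so forms no pairs. The number of nuclei limits EN and IN of P301S Ctrl 3 (6 and 11), and 231 to 892 microglia per library limit genes of low expression.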

Other observations

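Tests chosen only after the result was seen were those on the mixture of EN subtypes for the list chosen on these mice, on cortex or subiculum, on unnamed clusters without P301S Ctrl 3, on a single library for the interferon module, on depth, on RNA from other cells, on the calls made again without length and GC trends, on the locus of chromosome 3, and the splits for counts of genes called by edgeR.

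The mice were split into other groups of the same sizes to see whether chance could be excluded for each result. In P301S Ctrl against Ntg Ctrl, 1 of 35 splits, the real one, gave as many genes in EN, in microglia and in oligodendrocytes. The same held without P301S Ctrl 3 for EN (1 of 35) and microglia (1 of 35). This argued against chance for these counts. It does not exclude chance, since 1 of 35 is the least this test can give and was not adjusted over the results tested. At an unadjusted p below 0.05, 8 of 35 splits gave as many genes in EN (11 of 35 without P301S Ctrl 3), so chance was not excluded for that count, against 2 of 35 in microglia (1 of 35 without P301S Ctrl 3) and 2 of 35 in oligodendrocytes. For the adjusted counts it was not excluded for IN (6 of 35 splits, up to 163 genes) or astrocytes (3 of 35 splits, up to 18 genes), with 18 of 35 and 2 of 35 at an unadjusted p below 0.05. In P301S TDI against P301S Ctrl and in Ntg TDI against Ntg Ctrl, where edgeR called 0 genes, 35 of 35 splits gave as many in each type tested, and for the interaction 100 of 100 did, an outcome that a count of 0 fixes and that says nothing about chance. At an unadjusted p below 0.05, as many genes came from 10 of 35 splits in EN, 21 in IN, 7 in microglia, 11 in astrocytes and 4 in oligodendrocytes for P301S TDI against P301S Ctrl. They came from 19, 22 and 15 of 35 in EN, IN and microglia for Ntg TDI against Ntg Ctrl and from 37, 84 and 32 of 100 for the interaction. Other splits of the 8 P301S libraries gave up to 601 genes in EN and 102 in IN. With nuclei as replicates, 8 of 35 splits in EN and 25 of 35 in IN gave as many genes as P301S TDI against P301S Ctrl, so chance was not excluded for the 663 and 346 genes.

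Among lists, 1 of 35 splits, the real one, had a median as far from 0 for module 1 in P301S Ctrl against Ntg Ctrl. This argued against chance for that list, with the same limit as for the counts. Chance stayed open for module 1 in P301S TDI against P301S Ctrl (11 of 35) and Ntg TDI against Ntg Ctrl (8 of 35). It also stayed open for module 2 in P301S TDI against P301S Ctrl (6 of 35), P301S Ctrl against Ntg Ctrl (12 of 35) and Ntg TDI against Ntg Ctrl (21 of 35). For the MEF2C targets of the Cgas cohort the numbers in the same order of comparisons were 4, 18 and 4 of 35 in EN and 11, 8 and 16 of 35 in IN. For the lists chosen on these mice they were 2 of 35 in EN and 15 of 35 in IN. Chance was not excluded for any of these MEF2C lists.

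The lower dentate granule-like share of EN in P301S TDI was weighed against 4 technical explanations. Without the upper gene limit the difference was −24.9 points and without doublet removal −25.6 points, with the groups still apart, so neither was its source. Counting the unnamed clusters with EN scores as EN left −13.9 points with overlapping groups when all libraries were kept, so unnamed clusters could account for the separation with P301S Ctrl 3 in the data. Without P301S Ctrl 3 they left −22.8 points with the groups apart, which argued against this for the other 3 mice. Cortex or subiculum in the dissected piece cannot be told apart from a change within the hippocampus, because the share among dentate granule-like, CA1-like and CA2/CA3-like nuclei had an exact permutation p of 0.0571, and 0.114 without P301S Ctrl 3. An effect of TDI-6570 remained open as well and is untested beyond the comparison itself, since the dissection could differ between groups by chance.

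For the positive median of the MEF2C target list chosen on these mice, a mixture of EN subtypes cannot be told apart from a change within subtypes. With the dentate granule-like share as a covariate, the median of 0.27 in P301S TDI against P301S Ctrl became −0.0770. In CA1-like nuclei alone it was −0.0267, which goes with a mixture, but it stayed above 0 and was called by camera in dentate granule-like (0.11) and CA2/CA3-like nuclei (0.0654), which goes against a mixture as the whole cause. The share goes together with the groups, so the fit cannot assign the change to either alone. The values are those of the MEF2C target list of the TDI cohort in EN, P301S TDI vs P301S Ctrl. For Mef2c in EN, P301S TDI vs P301S Ctrl, the change was 0.10 in all EN (SE 0.43), −0.101 in dentate granule-like (SE 0.0790), −0.45 in CA1-like (SE 0.57) and −0.16 in CA2/CA3-like nuclei (SE 0.44). It was called in none of these (adjusted p at least 0.753), so a mixture of subtypes cannot be told apart from no change.

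The interferon module was higher in microglia of P301S TDI than of P301S Ctrl, with a median log2 fold change of 0.39. A single library as its source was excluded, since the lowest median with a library left out was 0.21. A mixture of microglial clusters could account for most of it, since the median was 0.13 in the largest microglial cluster alone. Camera still called the module in that cluster, so a mixture is not shown to be the whole cause. The direction was towards higher, not lower, expression with the inhibitor. Because 6 of 35 splits gave a median as far from 0, chance stayed open too.

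In P301S Ctrl against Ntg Ctrl, 10 genes were called in at least 2 cell types in the same direction, 8 higher and 2 lower (Cmss1 and Gm42418), for 29 calls in all. RNA from other cells in the droplets could spread such differences, and was weighed in the 22 calls outside the cell type with the largest difference in CPM, without P301S Ctrl 3. For 15 of the 22, the difference would need more foreign RNA (a median of 70.2%, and at least 28.9% with any library left out) than markers of other types showed in any library. These markers stood at 2.80% of their own level in EN, 19.2% in oligodendrocytes, 20.3% in astrocytes, 23.3% in microglia and 32.9% in IN. This argued against foreign RNA as the whole cause of these 15. For the other 7 (a median of 23.3% needed, at most 56.1%), foreign RNA cannot be told apart from a difference within the cell type, because the markers of at least 1 library reached the share needed with some library left out. A trend over gene length or GC content remained open. Across genes, which are not independent replicates, the rank correlation of the log2 fold change with length ran from −0.260 to −0.0992 over the 5 types and that with GC content from 0.00681 to 0.0797. With each library's trends removed, 11 of the 29 calls were made again, while a median of 90.4% of the log2 fold change was left (73.4% to 120%), so for the 29 calls together a trend cannot be told apart from a difference between genotypes. For the 11 calls made again, at least 80.1% of the log2 fold change was left, which excluded the trends as their whole cause. Each P301S Ctrl library was deeper than each Ntg library, but P301S TDI 2 and 3 were not (38.1 M and 46.2 M UMIs, against 36.4 M to 46.3 M in the 8 Ntg libraries). In these 2 libraries all 29 calls kept their direction against the 8 Ntg libraries. For 22 of the 29, both lay beyond all 8 Ntg libraries. The calls had been chosen for a difference from Ntg Ctrl, whose libraries are among these 8, so no chance rate can be given. Against the Ntg TDI libraries alone, which had no part in that comparison, both lay beyond all of them for 23 of the 29. A score per library over the 29 calls differed there by 1.03 (exact permutation p = 0.0667, the smallest that 15 assignments allow). This argued against depth as the whole cause of these 22 calls, but chance was not excluded. For the other 7 (Gm42418 in EN, IN, microglia and oligodendrocytes, Ckb in astrocytes and oligodendrocytes, and Cmss1 in microglia) a median of 52.8% of the difference was left and libraries overlapped, so depth cannot be told apart from genotype there.

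The 3 transcripts of chromosome 3 called in EN lay within 1 Mb of each other. The lowest Gm43049 level of the P301S libraries, 18.05 CPM, was far above the highest of the Ntg libraries, 0.0903 CPM. Insertion of the transgene near this locus is a candidate explanation, and the sequence of the insertion was not analysed here. Strain variants linked to the transgene cannot be told apart from it. Of 8 genes tested within 1 Mb the 5 others gave 0 calls by edgeR (lowest adjusted p 0.542, log2 fold changes from −0.60 to 0.21), and a linked variant that acts on these transcripts alone would leave the others unchanged.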
